A study of Mus musculus with 2 samples. Its data were reported in "Tia1 dependent regulation of mRNA subcellular location and translation controls p53 expression in B cells" (2017).

How the data were processed

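Individual-nucleotide resolution crosslinking and immunoprecipitation (iCLIP) of Tia1 was carried out by the authors on cytoplasmic extracts of C57BL/6 splenic B cells that had been cultured with lipopolysaccharide (LPS, 10 µg/ml) for 48 h. UV light links protein to RNA, the complexes are immunoprecipitated, and reverse transcription of the recovered RNA stops beside the crosslink, so that each cDNA start marks the bound nucleotide. Tia1 is an RNA-binding protein of stress granules, cytoplasmic assemblies of stalled mRNAs. The series held 2 samples in 1 group, replicates 1 and 2 according to the titles in the labels, and the study describes independent experiments. No untreated, isotype or other control sample was analysed here, so no comparison between conditions could be made and background binding was not measured. The sample titles name Tia1, whereas the antibody field of the labels names a goat antibody against the related protein Tial1, and the methods of the study state an antibody specific for Tia1. Which of these applies was not settled here, and the protein is called Tia1 as in the titles. The labels and the methods also differ in the UV dose and the RNase concentration.

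The authors processed the reads with the iCount pipeline, with Bowtie named in the submitters' processing notes, and its version is not given in the sources used here. Reads were assigned to samples by their known barcode bases, PCR duplicates were collapsed with the random barcode bases, and reads were mapped to the mouse build mm9 with annotation of Ensembl release 59. How reads matching several places were treated is not given in the sources used here, so counts on genes with near-identical copies, such as H2-K1 and other histocompatibility genes, ribosomal protein genes, Actb and Tmsb4x, are uncertain. The deposited values are counts of unique cDNAs per crosslinked nucleotide, not scaled to depth, with a minus sign marking the minus strand. Per the file headers, the authors kept low-FDR sites at a false discovery rate (FDR) under 0.05 from 100 permutations with a neighbourhood of 15 nt, with genomic regions taken separately. Sites were called on each replicate alone and on the sum of both. A map of all crosslinked positions, without that filter, was used for the sum only, so the total depth of each replicate before site calling is unknown. The authors also lifted the pooled low-FDR list to mm10 (GRCm38), and it held the same 422150 sites in the same order as their mm9 list.

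No coordinates were converted here. The GRCm38 position of a site in a replicate was the authors' own lifted position for the same nucleotide in the pooled list, which covered 98.3% of the sites and 98.9% of the cDNAs of replicate 1, and 98.7% of the sites and 99.1% of the cDNAs of replicate 2. At all 58002 sites called in both replicates the pooled count equalled the sum of both replicates. Sites were annotated with GENCODE release M21 (Ensembl 96) on GRCm38, on the strand of the site, in the order coding sequence (CDS), 3′UTR, 5′UTR, non-coding exon, intron and intergenic. Sites in the 3′UTR of several genes were left out of gene counts (0.116% and 0.105% of the 3′UTR cDNAs of replicates 1 and 2). The analysis used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9 and bedtools 2.31.1.

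The reproducibility of sites was the share of a replicate's sites at a site of the other, on the same strand, compared with the share after moving the sites of a replicate by 100 fixed offsets. Feature shares were given per replicate with exact (Clopper-Pearson) 95% intervals, and as mean ± SD over both. A target gene had at least 1 low-FDR site in its 3′UTR in both replicates, as in the study's count of 3′UTR targets. Overlaps and gene lists were tested with two-sided Fisher's exact tests, with Benjamini-Hochberg adjustment over the 18 lists that could be tested. U content was the share of U in the 31 nt centred on each site, compared with random positions of the same 3′UTRs, and positions in the 3′UTR were compared with the share of its length. For both, gene means were compared by a two-sided sign-flip permutation test with 100000 resamples, whose smallest p is 1e-05. Positions were counted in genes with at least 10 cDNAs in a longest annotated 3′UTR of at least 300 nt. Counts per gene were correlated across genes on log2(count + 1). PCR duplicates had been removed with molecular barcodes, and all intervals cover counting error only. With 2 replicates in 1 group, no test over samples was run.

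The groups, tests, alternatives, rule for named genes and 20 gene lists (351 genes) were fixed before the data were examined. The lists were stress granule components, P-body and mRNA decay factors, other RNA-binding regulators, p53 and its transcriptional targets, DNA break signalling and repair, Hif1a and glycolysis, apoptosis regulators, cell cycle, B cell identity and receptor signalling, plasma cell programme, LPS receptor and NF-kB, antigen presentation, ER folding and unfolded protein response, ribosomal proteins, cytokines and chemokines, nuclear and non-coding RNAs, and markers of T cells, myeloid cells, NK cells and erythroid cells. Genes were named if they were taken from the text of the study (Trp53, Hif1a, Cdkn1a, Gadd45a, H2-K1, Tia1, Tial1, Ccnd2, Dcp1a), if they were among the 10 with the most 3′UTR cDNAs over both replicates, if they were among the 3 members of a list with the most such cDNAs, or if they were among the 5 with the most such cDNAs per kb (3′UTR of at least 200 nt, at least 50 cDNAs in each replicate). Of the genes taken from the study, Ccnd2 appears there as a target of eIF4E and Dcp1a as a marker of P-bodies, not in its main text as bound by this protein. Members of a list that are named because they were no target or lay outside the background were chosen after their values were seen.

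The planned background for gene tests, genes with a mapped crosslink, could not be annotated because the unfiltered map is on mm9 alone. It was replaced by the 7721 protein-coding genes with an annotated 3′UTR and at least 1 pooled low-FDR site in an exon. For the same reason the planned backgrounds of at least 5 crosslinks and of a crosslink outside the 3′UTR could not be used. Versions with pooled low-FDR sites, chosen after the data were seen, replaced them. The share of crosslinks at low-FDR sites was likewise not split by feature. RNA abundance was not used here, so counts mix abundance and binding. Alternatives covered the overlap tolerance, minimum cDNAs per site, the feature order, site or cDNA weighting, pseudocounts, gene filters, windows and control positions, the annotated 3′UTR end, target definitions, backgrounds, thinning of replicate 1 to the depth of replicate 2, and each replicate alone.

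The statistics for sites, base composition, positions, gene lists and counts per gene were tested on simulated data. For sites, a planted share of 30.0% in common was recovered as 30.0%. For base composition, random sites gave a U difference of -0.127 percentage points (permutation p = 0.397), and sites of which 30.0% were moved to U-rich sequence gave 5.95 (permutation p = 1e-05, the smallest possible). For positions, an excess of 9.28 percentage points in the last 100 nt was recovered as 9.26. For gene lists, 98% of 100 planted lists and 3% of 100 null lists were called. For counts per gene, the same rates with counting error only gave a Pearson's r of 0.940, and shuffled rates gave -0.0542.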

Results

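Crosslinks of Tia1 to RNA were mapped in cytoplasmic extracts of mouse splenic B cells after 48 h of culture with LPS, in 2 replicates (n = 2, 1 group) that the study describes as independent experiments. Replicate 1 held 639108 cDNAs at 342732 low-FDR sites and replicate 2 held 165081 cDNAs at 93512 sites, a ratio of 3.87 in cDNAs. Most sites were thin in both, with 66.5% of the sites of replicate 1 and 67.9% of those of replicate 2 resting on a single cDNA. Positions refer to GRCm38.

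The first comparison asked whether both experiments placed Tia1 at the same nucleotides. Trp53 encodes the tumour suppressor p53. In its longest annotated 3′UTR (chromosome 11, 69591309 to 69591873, plus strand), both replicates showed a proximal and a distal cluster of sites. The distal cluster (69591791 to 69591850) held 159 of the 286 Trp53 3′UTR cDNAs of replicate 1 (55.6%) and 95 of the 106 of replicate 2 (89.6%). Its highest site over both replicates, at 69591817 with 18 cDNAs in replicate 1 and 3 in replicate 2, lay in the sequence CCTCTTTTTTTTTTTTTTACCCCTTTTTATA (69591802 to 69591832, DNA letters along the transcript), as did the highest site of replicate 2 at 69591809, with 9 and 11 cDNAs. The proximal cluster (69591471 to 69591609) held 35.3% of the cDNAs in replicate 1 and 10.4% in replicate 2, with its highest site over both at 69591535 (13 and 2 cDNAs) in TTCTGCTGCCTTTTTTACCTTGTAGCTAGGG (69591520 to 69591550).

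**Figure D1:**
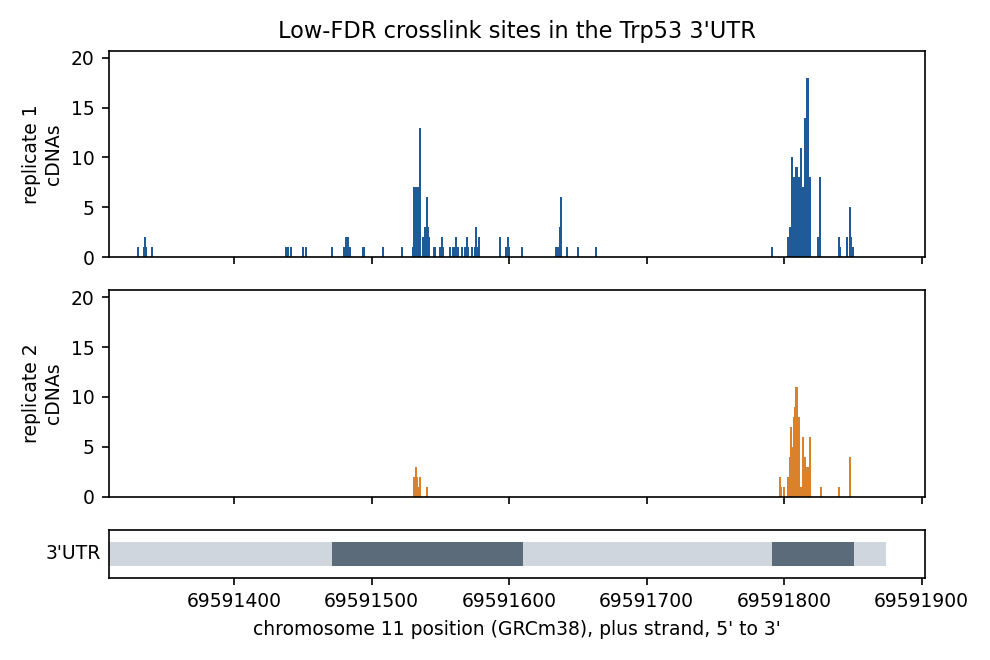
Unique cDNAs (vertical axis) at each low-FDR nucleotide of the Trp53 3′UTR, along chromosome 11 (GRCm38, horizontal axis, in nucleotides), in replicate 1 (top) and replicate 2 (middle), with the annotated 3′UTR in light grey and the proximal and distal clusters in dark grey (bottom). The distal cluster holds 159 cDNAs in replicate 1 and 95 in replicate 2, and the proximal cluster 35.3% and 10.4% of the cDNAs of the 3′UTR.

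In the 3′UTR of H2-K1, an MHC class I heavy chain, a single cluster (chromosome 17, 33996046 to 33996206, minus strand) held 193 cDNAs (89.8%) in replicate 1 and all 58 in replicate 2, around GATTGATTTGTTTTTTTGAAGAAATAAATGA (33996045 to 33996075, read along the transcript). Hif1a, the hypoxia-inducible transcription factor, had its most used cluster at chromosome 12, 73945877 to 73945966, with 111 cDNAs (30.7%) in replicate 1 and 24 (33.8%) in replicate 2. Tial1, the close relative of Tia1, carried 42 of 48 cDNAs (87.5%) and 14 of 22 (63.6%) between 128442303 and 128442361 on chromosome 7. Its relative Tia1 was covered by many small clusters in replicate 1. That at chromosome 6, 86430888 to 86430951, was highest, with 17 cDNAs in replicate 1 and 7 in replicate 2. Of the 12 Tia1 cDNAs of replicate 2, the other 5 lay between 86430425 and 86430453.

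Over all genes, 58002 sites were called in both replicates. They made up 62.0% of the sites of replicate 2 (exact 95% interval 61.7 to 62.3), against a mean of 4.08% and a highest value of 12.6% after 100 shifts (permutation p = 0.0099, the smallest that the shifts can give). Of the sites of the deeper replicate 1, 16.9% were also called in replicate 2 (shifted mean 1.11%, highest 3.46%, permutation p = 0.0099). Within 15 nt, 92.6% of the sites of replicate 2 lay near a site of replicate 1 (shifted mean 20.9%, highest 53.4%) and 49.0% of the reverse (shifted mean 7.61%, highest 21.8%).

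The second comparison asked where in transcripts the crosslinks lay. The 3′UTR held most of the low-FDR cDNAs, 80.7% ± 1.76 (SD, n = 2), with 79.5% in replicate 1 and 82.0% in replicate 2. Introns held 5.06% ± 0.578, intergenic sequence 5.48% ± 1.29, the CDS 4.98% ± 2.37, exons of non-coding RNAs 2.29% ± 0.113 and 5′UTRs 1.47% ± 0.00928. Among the list of nuclear and non-coding RNAs, the nuclear transcript Malat1 carried 2238 and 458 cDNAs in replicates 1 and 2, Rn7sk 195 and 53, Snhg1 79 and 15, Gas5 65 and 15, and Neat1 17 and 0. The list had 13 members, and Xist, Kcnq1ot1, Miat, Pvt1 and Rmrp had no low-FDR cDNA in either replicate.

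The CDS share was 6.65% in replicate 1 (exact 95% interval 6.59 to 6.71) and 3.30% in replicate 2 (3.22 to 3.39), a ratio of 2.01, so the SD of this feature was large beside its mean. In the sites called by the authors on the sum of both replicates, 78.5% of the cDNAs were in 3′UTRs, 6.51% in the CDS and 6.22% in introns. The intron share moved with the sites admitted, to 2.65% where only sites with at least 5 cDNAs were used.

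**Figure D2:**
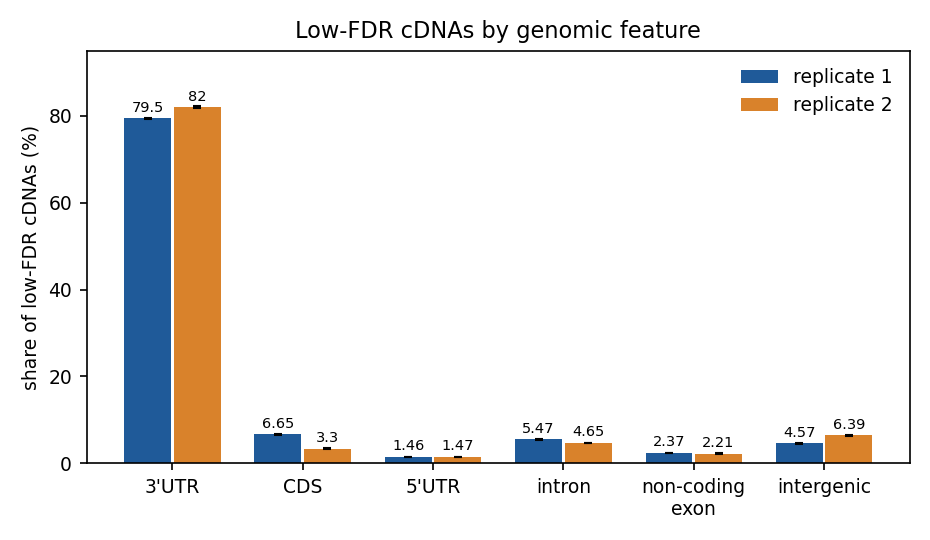
Share of low-FDR cDNAs (percent, vertical axis) in each genomic feature for replicate 1 and replicate 2, with exact 95% binomial intervals that cover counting error only. The 3′UTR bars stand at 79.5% and 82.0%, and the CDS bars at 6.65% and 3.30%.

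The third comparison asked which transcripts were bound in both experiments. Summed over both replicates, of which replicate 1 is the deeper, the highest 3′UTR counts were on Actb, which encodes beta-actin (chromosome 5, 142903115 to 142903797), with 3860 cDNAs in replicate 1 and 1930 in replicate 2, and on B2m, the light chain of MHC class I, with 3546 and 1439. The aminopeptidase gene Lnpep followed with 3417 and 642 on a long 3′UTR (chromosome 17, 17521410 to 17529748), then Nucks1 with 2809 and 596 and the ER stress-associated gene Serp1 with 2020 and 513. The actin regulators Tmsb4x (1530 and 941) and Pfn1 (1451 and 861), the B cell transcription coactivator Pou2af1 (1876 and 579), the ribonucleoprotein Hnrnpa0 (1715 and 617) and Fam107b (1818 and 482) completed the 10 genes with the highest sum. In replicate 2 alone, Tmsb4x and Pfn1 had more cDNAs than Lnpep. The 5 genes with the most summed cDNAs per kb of 3′UTR were B2m, Actb, Tmsb4x, Pfn1 and Igkc, the kappa light chain constant region (1219 and 440 cDNAs).

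Of the genes taken from the text of the study, Ccnd2, encoding cyclin D2, was covered most, with 1042 cDNAs in replicate 1 and 271 in replicate 2. Hif1a had 362 and 71, Trp53 286 and 106, H2-K1 215 and 58, Tia1 71 and 12, the decapping factor Dcp1a 51 and 7, and Tial1 48 and 22. Cdkn1a, which encodes the cell cycle inhibitor p21 (3′UTR at chromosome 17, 29099394 to 29100727), had 22 and 12 cDNAs, of which 13 and 3 lay between 29099544 and 29099561 and 9 and 6 between 29099473 and 29099502. Gadd45a, a growth arrest gene, had no low-FDR site in its 3′UTR in either replicate.

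In all, 6723 genes had a 3′UTR site in replicate 1 and 4791 in replicate 2, and 4630 had one in both. Independent lists of these sizes would share 4172 of the 7721 background genes (odds ratio 11.5, two-sided Fisher's exact p = 9.62e-226), and 96.6% of the genes of replicate 2 were among those of replicate 1. At least 10 cDNAs in each replicate were found for 2506 genes, at least 25 for 1294 and at least 50 for 648, a group that includes Trp53, Hif1a, H2-K1 and Ccnd2. With replicate 1 thinned at random to the cDNA total of replicate 2, 6088 genes had a site in it and 4510 were bound in both. The thinning used sites called at the full depth of replicate 1, and calling was not repeated. It therefore cannot show what replicate 1 would give at the depth of replicate 2.

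Across the 6884 genes with a count in either replicate, the log2 counts had a Pearson's r of 0.848 (95% interval 0.842 to 0.855). Spearman's rho was 0.852, and genes are not independent replicates. Simulated data with the same rates and counting error only, set up for 7302 genes, gave a higher Pearson's r, 0.940. The simulation had no site calling, so the gap does not measure variation between the experiments alone. With counts at sites called in either replicate, Pearson's r was 0.886. Replicate 2 supplied 21.1% of all 3′UTR cDNAs assigned to genes, and single genes departed from that share. The exact 95% interval of a gene, which covers counting error only, lay above it for 348 and below it for 483 of the 2532 genes with at least 50 cDNAs. Tmsb4x drew 38.1% of its cDNAs from replicate 2 (exact interval 36.2 to 40.0), Pfn1 37.2% (35.3 to 39.2) and Actb 33.3% (32.1 to 34.6). Lnpep drew 15.8% (14.7 to 17.0) and Nucks1 17.5% (16.2 to 18.8). At sites with at least 5 cDNAs, Lnpep kept 1138 of 4059 cDNAs and Nucks1 1191 of 3405. Actb kept 5139 of 5790, Tmsb4x 2185 of 2471 and Pfn1 2010 of 2312. Genes with thin sites may thus lose more cDNAs to site calling in the shallower replicate 2, which was not tested.

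**Figure D3:**
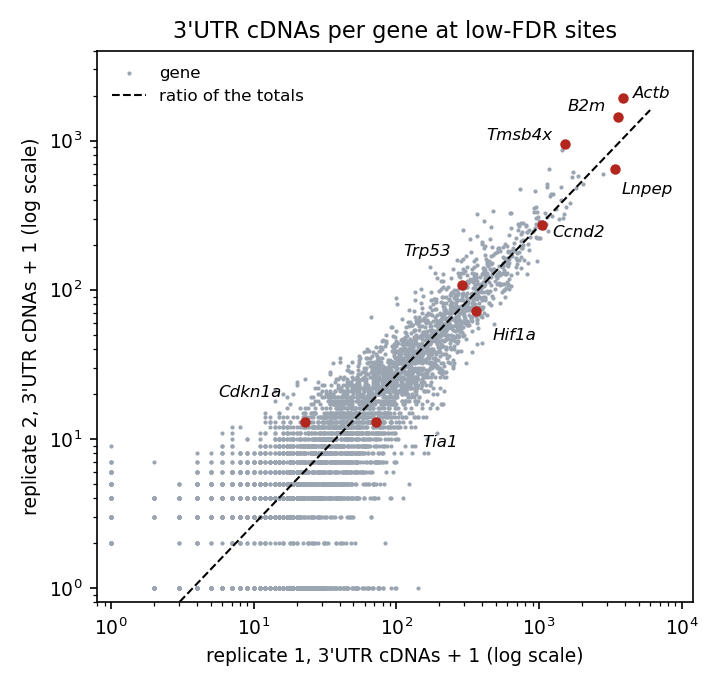
Unique cDNAs plus 1 at 3′UTR low-FDR sites of each gene in replicate 1 (horizontal log axis) and replicate 2 (vertical log axis), with the ratio of the totals as a dashed line and 9 genes named in red. Actb, B2m and Tmsb4x lie above the line and Lnpep below it, with 3417 cDNAs in replicate 1 and 642 in replicate 2.

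The fourth comparison asked which groups of genes held more bound transcripts than the background, of which about 60% were targets. Members of a list without a pooled low-FDR site in an exon lay outside the background and were not counted. All 22 members of the list of other RNA-binding regulators were bound in both replicates (adjusted p = 0.000409, two-sided Fisher's exact test), among them Ptbp3 (1642 and 381 cDNAs in replicates 1 and 2), Celf2 (1149 and 246) and the mRNA decay factor Zfp36l1 (924 and 351). Stress granule components were targets in 19 of 21 cases (adjusted exact p = 0.0142), led by G3bp1, a scaffold of these granules (411 and 132), Atxn2l (290 and 159) and Nufip2 (369 and 59). The exceptions were Eif3b (10 and 0) and Fxr1 (5 and 0). P-body and mRNA decay factors were targets in 17 of 18 cases (adjusted exact p = 0.0142), led by the helicase Ddx6 (965 and 222), Tnrc6b (334 and 63) and Lsm14a (290 and 92), while Edc3 (4 and 0) was no target and Dcp1b and Edc4, with no 3′UTR cDNA, lay outside the background of the 20 members.

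Genes of B cell identity and receptor signalling were targets in 20 of 22 cases (adjusted exact p = 0.0142), with high counts on the transcription factors Pax5 (1475 and 301) and Ikzf1 (1306 and 345) besides Pou2af1, while Cd79a (8 and 0) and Cd40 (24 and 0) were called in replicate 1 alone. ER folding and unfolded protein response genes were targets in 17 of 19 cases (adjusted exact p = 0.0304), led by the chaperones Canx (952 and 273), Calr (823 and 241) and Pdia4 (714 and 252). Atf4 (13 and 0) and Sec61b (0 and 0) were no targets, and Ddit3 lay outside the background. Cell cycle genes were targets in 18 of 21 cases (adjusted exact p = 0.0432), with Ccnd2, the kinase Cdk4 (281 and 129) and cyclin A2, Ccna2 (284 and 109), whereas Ccnd3 (15 and 0), Ccne1 (4 and 0) and Mki67 (3 and 0) were no targets and E2f1, with no 3′UTR cDNA, lay outside the background.

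These 6 calls depended on the definitions used. Without replicate 2, where most background genes were targets, 0 lists passed, without replicate 1 4 lists passed, and with at least 10 cDNAs in each replicate 10 lists passed. With a background of genes that held at least 5 cDNAs at pooled exon sites, or a pooled site outside the 3′UTR, the other RNA-binding regulators alone passed, both backgrounds having been chosen after the data were seen. Against random lists matched on 3′UTR length all 6 passed, but transcript abundance was not matched.

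The other lists did not pass the threshold. Among the members outside the background, and so not counted, were Phlda3, Fas and Ddb2 of the p53 list, Lig4 of DNA break repair, Cycs of apoptosis, Tnfrsf17 and Fkbp11 of the plasma cell list, Relb of NF-kB, and H2-DMb1 and H2-Oa of antigen presentation. Among p53 and its transcriptional targets 14 of 19 were bound (adjusted exact p = 0.347), with most cDNAs on Trp53inp1 (843 and 184), ahead of Trp53 and Btg2 (276 and 52). DNA break signalling and repair genes were bound in 13 of 24 cases (adjusted exact p = 0.762), led by Parp1 (189 and 62), Topbp1 (136 and 59) and Rif1 (130 and 27). For Hif1a and glycolysis the count was 14 of the 16 members in the background, out of 20 (adjusted exact p = 0.0959). Hk2 (157 and 26) and Pgk1 (120 and 43) came behind Hif1a. Ldhb, Gapdh, Tpi1 and Gpi1, with no pooled low-FDR site in an exon, lay outside the background and were not counted. Apoptosis regulators gave 15 of 19 (adjusted exact p = 0.209), with Bcl2l11 (930 and 257), Mcl1 (596 and 158) and Xiap (549 and 96), and plasma cell genes 9 of 10 (adjusted exact p = 0.131), with Mzb1 (554 and 165), Irf4 (529 and 81) and Jchain (254 and 45).

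Within LPS receptor and NF-kB signalling 13 of 18 genes were bound (adjusted exact p = 0.441), led by the NF-kB subunits Rel (704 and 175) and Nfkb1 (596 and 195) and by their inhibitor Nfkbia (345 and 111). Antigen presentation gave 12 of 15 (adjusted exact p = 0.278), where H2-Eb1 (731 and 474) and H2-Aa (749 and 138) followed B2m. Ribosomal protein genes gave 9 of 17 (adjusted exact p = 0.748), led by Rps3 (62 and 18), Rplp1 (38 and 10) and Rplp0 (28 and 13). The sum for Rps3 rose from 80 to 162 where the 3′UTR was placed before the CDS. For cytokines and chemokines 2 of the 7 members in the background, out of 15, were bound (adjusted exact p = 0.224), Il6 (25 and 7) and Tnf (21 and 9), while Il10 had 22 cDNAs in replicate 1 and 0 in replicate 2.

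Few markers of other spleen cells lay in the background. They were 2 of 12 T cell, 3 of 12 myeloid and 1 of 8 erythroid markers. Among T cell markers 0 of 2 background genes were targets (adjusted p = 0.262, Fisher's exact test) and Cd3e had 4 cDNAs in replicate 1 and 0 in replicate 2. Myeloid markers gave 2 of 3 (adjusted p = 1, Fisher's exact test), Itgam with 17 and 4 and Lyz2 with 12 and 2, and erythroid markers 1 of 1 (adjusted p = 1, Fisher's exact test), Hbb-bt with 25 and 3. Of 8 NK cell markers 0 were in the background, so the list could not be tested.

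The fifth comparison asked which sequence lay at the sites, which the study describes as U-rich. In 3′UTRs the 31 nt around a site held 45.0% U in replicate 1, against 30.5% at random positions of the same 3′UTRs, and 48.8% against 31.1% in replicate 2. The difference was 14.5 percentage points in replicate 1, above 0 in 6431 of 6723 genes, and 17.7 in replicate 2, above 0 in 4602 of 4791 genes (permutation p = 1e-05 in each, the smallest it can give). The crosslinked nucleotide itself was U at 73.6% of the sites in replicate 1 and 84.6% in replicate 2.

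The most enriched 5-mer in both replicates was UUUUU, found in 39.5% of the windows of replicate 1 against 11.1% of random ones (ratio 3.55) and in 54.6% against 11.7% in replicate 2 (ratio 4.65). It was followed by UUUUA (ratios 3.02 and 3.82) and UUAUU (2.94 and 3.70), while CCGC was the least favoured 4-mer in both (0.311 and 0.186). The ranks of all 4096 6-mers had a Spearman's rho of 0.959 between the replicates, and 18 of the top 20 were shared. The windows of the distal Trp53 cluster and of the H2-K1 cluster given above are examples of uninterrupted U tracts.

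**Figure D4:**
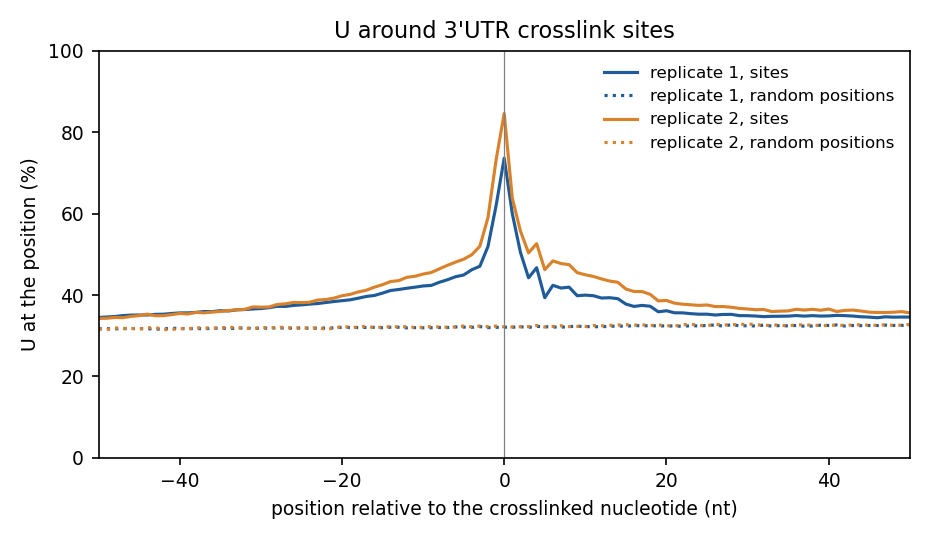
Share of U (percent, vertical axis) at each position from 50 nt before to 50 nt after the crosslinked nucleotide (horizontal axis, nt) for 3′UTR sites (solid) and random positions of the same 3′UTRs (dotted) in replicates 1 and 2. The share peaks at the site with 73.6% in replicate 1 and 84.6% in replicate 2.

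The sixth comparison asked where along the 3′UTR the sites lay. Named genes differed in this. Distances were counted from the start of the annotated 3′UTR. The distal Trp53 cluster lay 483 to 542 nt from it in 565 nt, and the H2-K1 cluster 266 to 426 nt in 455 nt. The Trp53 3′UTR cloned in the study was shorter than 565 nt. The stop codon of p53 may thus lie further downstream, which would make the Trp53 distances smaller. In contrast, the main Tial1 cluster lay 172 to 230 nt from the start in 2756 nt, and the main Hif1a cluster 174 to 263 nt in 1827 nt.

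Averaged over genes, the last 100 nt of the longest annotated 3′UTR held 13.2% of the cDNAs in replicate 1 (4237 genes) and 13.6% in replicate 2 (2253 genes), against 8.37% and 8.28% of the length. The excess was 4.78 and 5.33 percentage points (permutation p = 1e-05 in each, the smallest it can give). Sites in the CDS of another transcript counted as CDS, so such stretches of a longest 3′UTR could hold no 3′UTR cDNAs. The effect of this on either end was not measured. Over the first 100 nt the excess over the share of length was smaller. It was 0.930 percentage points in replicate 1 (permutation p = 0.0027) and 0.980 in replicate 2 (permutation p = 0.031). With the shortest annotated 3′UTR of each gene it changed sign, to -0.458 in replicate 1 (permutation p = 0.259) and -0.785 in replicate 2 (permutation p = 0.187). With each site counted once it was 0.616 in replicate 1 (permutation p = 0.034) and 0.849 in replicate 2 (permutation p = 0.0521), so replicate 2 no longer passed. With the 3′UTR split into 10 equal parts, the first held 15.7% and 16.4% of the cDNAs, the seventh was lowest with 6.95% and 6.26%, and the last held 13.2% and 14.2%.

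**Figure D5:**
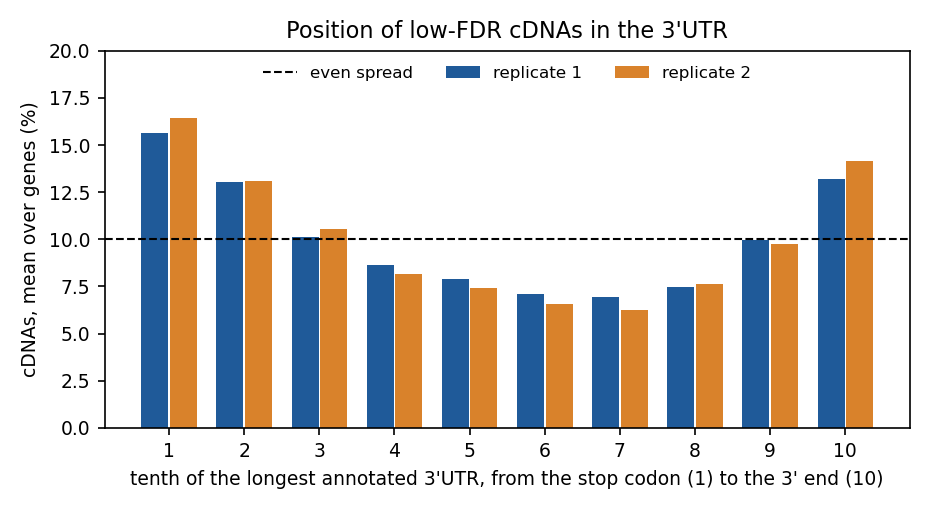
Share of 3′UTR cDNAs, averaged over genes (percent, vertical axis), in each of 10 equal parts of the longest annotated 3′UTR from the stop codon to the 3′ end (horizontal axis), in replicates 1 and 2, with an even spread as a dashed line. The first part holds 15.7% and 16.4%, the seventh 6.95% and 6.26%, and the last 13.2% and 14.2%.

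The last comparison asked how much of the mapped signal met the FDR threshold. In the sum of both replicates, 1582633 cDNAs mapped to 1110074 positions, and 867271 of them, 54.8% (exact 95% interval 54.7 to 54.9), lay at the 422150 low-FDR sites. Those sites were 38.0% of the crosslinked positions.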

Values the study reported

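The study reported that transcripts of 3888 genes were targeted by Tia1 in their 3′UTR in both experiments. It reported fewer than 5% of reads in introns.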

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

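The values in this part were set only against the limit that a count of 0 allows, 3 cDNAs, and no test of a cause was run on them. The mitochondrial genome, which none of the 3′UTR comparisons covers, held 4694 cDNAs at 2169 positions of the pooled map (0.297% of its cDNAs), of which 2087 lay at low-FDR sites and 4465 on the plus strand. Sequence not placed on a chromosome held 1516 cDNAs at 1265 positions of the pooled map, of which 758 were on the plus strand and 0 lay at low-FDR sites. Sites called on the sum of both replicates, and in neither replicate alone, held 57115 cDNAs at 50942 nucleotides. Of these cDNAs, 60.5% were in 3′UTRs, 18.2% in introns and 13.2% in the CDS.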

How the results depend on the processing

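The alternatives chosen after the data were seen were the backgrounds of genes with at least 5 cDNAs at pooled exon sites or with a pooled site outside the 3′UTR, and the counts at sites called in either replicate. Every alternative tried for the overlap of sites, the U difference (10.6 to 24.9 percentage points) and the excess in the last 100 nt (4.65 to 6.36) kept its direction and its side of the threshold. The 3′UTR share was 79.5% to 82.0% in its alternatives, and 78.5% at the sites that the authors called on the sum of both. Leaving out a replicate gave a 3′UTR share of 79.5% to 82.0%, a CDS share of 3.30% to 6.65%, an intron share of 4.65% to 5.47%, an intergenic share of 4.57% to 6.39%, 4791 to 6723 genes and 0 to 4 lists. For the changes that follow the cause was not tested, except that stricter counts admit fewer sites and genes by construction.

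With each site counted once, introns held 6.12% and intergenic sequence 3.98%. At sites with at least 2 cDNAs introns held 4.12%, and at sites with at least 5 cDNAs introns held 2.65%, the CDS 2.87%, intergenic sequence 9.65%, and 785 genes were bound in both replicates. Genes bound in both fell to 2506, 1294 and 648 with at least 10, 25 and 50 cDNAs in each. The odds ratio of the gene overlap, 11.5, was 193 against all coding genes with a 3′UTR. It was 12.2 against genes with at least 5 cDNAs at pooled exon sites. Pearson's r across genes was 0.814 and 0.897 with pseudocounts of 0.5 and 4, 0.842 in genes with at least 10 cDNAs, 0.888 in genes with a count in both, and 0.886 with counts at sites called in either replicate. The excess in the first 100 nt became -0.622 percentage points (mean of both replicates) with the shortest annotated 3′UTR and 0.732 with sites counted once. The ratio for UUUUU was 7.90 in windows of 11 nt and 2.76 in windows of 61 nt, against 4.10. Low-FDR sites held 38.0% of positions, against 54.8% of cDNAs.

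Of the 18 lists, 6 passed with length-matched random lists, 10 with at least 10 cDNAs in each replicate, and 1 with each added background. Fewer lists were tested with the added backgrounds. T cell markers were not tested with at least 5 cDNAs in exons, nor myeloid and erythroid markers with a site outside the 3′UTR. With at least 10 cDNAs in each, adjusted p fell to 0.0297 for Hif1a and glycolysis, 0.0456 for apoptosis regulators, 0.00719 for plasma cell genes and 0.0216 for antigen presentation. With at least 5 cDNAs in exons it rose to 0.167 for stress granule components, 0.115 for P-body factors, 0.289 for cell cycle, 0.147 for B cell identity and 0.167 for ER folding. With a site outside the 3′UTR it was 0.251, 0.0716, 0.251, 0.0716 and 0.251 for the same lists. Without replicate 1 and without replicate 2, adjusted p was 0.0269 and 0.347 for stress granule components, 0.0224 and 0.399 for P-body factors, 0.000559 and 0.347 for other RNA-binding regulators, 0.0224 and 0.347 for B cell identity, 0.0740 and 0.347 for cell cycle, and 0.0564 and 0.749 for ER folding. Sites below the FDR threshold are unknown per replicate.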

Other observations

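The test of U content at U positions, the prediction for the first 100 nt, the CDS ratios at sites called in replicate 1, in both and in either, and the genes of the next paragraph were chosen after the results had been seen, as was the use of positions 100 nt away to test an explanation, although that control itself was set before.

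Some transcripts carried many crosslinks outside the 3′UTR. In the CDS, the immunoglobulin heavy chain gene Ighm had 692 cDNAs in replicate 1 and 112 in replicate 2, Serinc3 646 and 108, and Actb 625 and 31. The ribosomal protein gene Rps15a had 234 and 211 cDNAs in its CDS, so that 47.4% came from replicate 2 (exact interval 42.7 to 52.2), against 4.73% (3.23 to 6.64) for the CDS of Actb. In 5′UTRs, the poly(A)-binding protein gene Pabpc1, a member of the stress granule list, had 378 and 249 cDNAs. Among non-coding exons, Gm42418 had 2424 and 848, the mitochondrial ribosomal RNA gene mt-Rnr2 765 and 258, and the small RNA gene Rny3 415 and 45. Gm42418 is a lincRNA by annotation alone, and the origin of the reads there was not tested. Introns with high counts were those of A330040F15Rik (1717 and 416), Mipol1 (660 and 205), AU020206 (705 and 122) and Elk4 (717 and 102).

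The study names Gadd45a among the targets of this protein. Gadd45a had 1 pooled low-FDR site, with 1 cDNA, and 0 low-FDR cDNAs in its 3′UTR in each replicate. The unfiltered map was not annotated, so crosslinks on Gadd45a that missed the FDR threshold are unknown. These counts therefore cannot decide whether the transcript is bound. Of the intergenic cDNAs, 20.6% in replicate 1 and 14.9% in replicate 2 lay within 5 kb downstream of a coding gene on the same strand, and 12.3% and 12.1% within 5 kb upstream.

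U was more frequent around 3′UTR sites than at random positions of the same 3′UTRs. Crosslinks might simply form at U, so that the site itself carried the excess. Between sites at U and random U positions, with the central 7 nt left out, the difference was 10.2 percentage points (permutation p = 1e-05 in each replicate, the smallest it can give). The excess thus reached beyond the site itself. However, low-FDR sites were called with a neighbourhood of 15 nt, which favours places where crosslinks lie close together. Crosslinks at any U would also lie close together in U-rich sequence, so the comparison cannot decide on this explanation. A 3′UTR segment that is U-rich as a whole is argued against by positions 100 nt away, where the difference was 15.96 percentage points (permutation p = 1e-05 in each). A preference of UV crosslinking for U tracts was not tested, since no other protein was analysed here, and it stays a possible explanation. No biological explanation was tested, as there was 1 group.

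The last 100 nt of 3′UTRs held more cDNAs than their share of the length. U-rich sequence there predicted 12.2% and 12.1% of the cDNAs, against 13.2% and 13.6% observed, a mean difference of 1.23 percentage points (permutation p = 0.00015 and 0.00016), so U content may account for most of the excess but not for all of it. A choice among several annotated ends is argued against by genes with a single annotated 3′UTR, where the excess was 5.29 percentage points. By the same prediction the first 100 nt exceeded the expected share by 3.65 and 3.88 percentage points. That was more than in the last 100 nt (0.983 and 1.48), the reverse of the order by share of length. Unannotated 3′ ends stay open, and no biological explanation was tested.

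The CDS held a larger share of low-FDR cDNAs in replicate 1 than in replicate 2. A few genes did not carry this, since the ratio was 2.24 without the 20 genes with the most CDS cDNAs. With the cDNAs of both replicates counted at the same sites, the ratio was 0.889 at sites called in replicate 2, 1.84 at sites called in replicate 1, 1.02 at sites called in both and 1.72 at sites called in either. The replicate that calls a site favours its own counts there, so these values leave open whether site calling at unequal depth lies behind the difference. Differences in RNA digestion or extract preparation stay open too, and no biological explanation was tested.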
